A study of Rattus norvegicus with 12 samples.

How the data were processed

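RNA was sequenced from primary ventricular cardiomyocytes of newborn rats, 2 days after adenoviral delivery of human KAT6A or of LacZ as a control. The 12 libraries fall into 4 groups of 3 per the labels: LacZ, wild-type KAT6A (WT), the acetylation-resistant mutant K815R and the acetylation-mimetic mutant K815Q. Group and replicate number were taken from the sample titles. The libraries were made after 2 rounds of poly(A) selection, per the labels.

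The authors deposited a single table of raw read counts per gene, with 32883 Ensembl rat genes and their symbols. Its 5 last lines are counters that name no gene, of the kind a read counter writes for reads it left out. These stayed out of library sizes and tests. Of all reads, 11.7% to 12.9% lay in no annotated feature, 25.6% to 26.9% aligned to more than 1 place, 2.69% to 3.06% did not align and 0.461% to 0.50% were ambiguous between genes. Gene counts therefore hold only reads placed at 1 locus and in 1 gene, and genes with close copies are counted from part of their reads. The aligner, the counter's version, the genome build, the annotation and the strand setting are not stated in the labels. The labels describe a paired-end, strand-specific library, and a sequencing run of single reads of 75 nt, and the counts do not show which strand setting was used. Overlapping and antisense genes are uncertain for that reason. Because the authors' build is not stated, no coordinates are given; the NCBI RefSeq gene table of assembly GRCr8 was used only for names and for which genes neighbour each other. No check of GC content was possible, since no genome sequence was used here.

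Gene counts summed to between 19102048 and 25451686 per library, out of 32513537 to 43264244 reads. Levels are given as CPM, gene counts scaled to a common library total. A count of 3 corresponds to 0.118 to 0.157 CPM, which is the floor below which a level has no order. Replicates were compared by chi-square over genes: chi-square per degree of freedom lay between 4.73 and 9.26 within groups, so no pair of libraries agreed within sampling noise and each was kept as its own replicate.

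Counts were scaled by TMM and genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 14063 genes. Differences were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with robust dispersion, in 1 model of group means over all 12 libraries. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05. The common biological coefficient of variation was 0.0581. The 6 pairwise comparisons and a test for any difference among the 4 groups were made. CPM values are TMM-scaled, and log2 CPM used a prior count of 2. Separation of the groups was measured by PERMANOVA in vegan 2.7.1 on Euclidean distances of log2 CPM with 99999 permutations.

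Lists of genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01, adjusted over 138 tests. Of the 24 lists written, 23 had at least 5 tested genes; the HOX genes had 2 and were not tested. Each list was also tested with fry and with camera using an estimated correlation. Correlations of fold changes across genes share control libraries, so each is set beside the mean of 20 simulations in which the groups did not differ. For the overlap of called genes, as many genes as were called in the real comparison were taken from each simulated one by lowest p, whether called or not.

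Genes were named by a rule. For each comparison these were the 3 higher and 3 lower genes with the largest absolute log2 fold change among those called, with a mean of at least 5 CPM, a symbol and no overlap between the groups. A panel of 16 genes was added whatever its result, covering Kat6a, the AMPK subunits, regulators and targets of mitochondrial metabolism, and markers of cardiomyocyte growth. The groups, main tests, lists, naming rule and alternatives were fixed before the data were examined. The list tests without Prkaa2 and without Kat6a were added afterwards. So were the tests of explanations that the closing sections give as chosen after the result was seen.

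The procedure was tested on simulated data. Among 200 genes changed by known amounts, 192 were called, with 11 calls among unchanged genes out of 13939 tested, and 0 calls in a comparison without change. The changed genes had at least 5 CPM, and 134 of them were changed by a log2 amount of at least 0.7. Real calls against LacZ had median absolute log2 fold changes of 0.34 to 0.49, so this recovery need not hold for changes of that size. All 5 shifted lists were called. Genes were simulated independently of each other, so this does not test camera where the genes of a list vary together. The alternatives were RLE and upper-quartile scaling, no filter, a stricter filter of 10 counts in every library, DESeq2 1.42.0, the replicate number as a term in the model, fits of only the 6 libraries compared, a 2-fold minimum, and leaving out each library in turn.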

Results

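Poly(A) RNA was profiled in neonatal rat ventricular cardiomyocytes, which are primary heart muscle cells that still beat and respond to growth stimuli in culture. The cells had received an adenovirus carrying human KAT6A, a histone acetyltransferase, or LacZ, a bacterial gene used as a control cargo. KAT6A was given as the wild-type protein (WT) or with a lysine changed to arginine (K815R), which resists acetylation there, or to glutamine (K815Q), which mimics it. Each of the 4 groups had 3 libraries. Gene counts per library ranged from 19102048 in WT replicate 2 to 25451686 in K815R replicate 2, and between 18037 and 18338 genes had at least 1 read. The study asks how acetylation of KAT6A bears on cardiomyocyte growth and mitochondrial metabolism through AMPK.

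The gene delivered was examined first, since it checks the labels. Rat Kat6a (ENSRNOG00000025174) stood at 48.1 ± 4.75 CPM in LacZ, 93.0 ± 12.3 in WT and 108 ± 11.7 in K815R (mean ± SD, n = 3 each). In the libraries labelled K815Q it stood at 46.3 ± 3.35 CPM (SD, n = 3), with single libraries at 43.4, 50.0 and 45.7, inside or below the LacZ range of 45.2 to 53.6. Against LacZ the log2 fold change was 0.95 (SE 0.108) in WT and 1.17 (SE 0.107) in K815R, with adjusted p of 3.28e-04 and 1.95e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the libraries labelled K815Q the log2 fold change was -0.05 (SE 0.112) and the adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.815. Its 95% interval ran from -0.30 to 0.19. Without LacZ replicate 3 this value changed sign, to 0.03, and none of the 6 fits that left out a library gave a call. The rise that the label calls for was therefore not measured in these libraries, so they are named here as the libraries labelled K815Q, and every direction given for them rests on the label alone. The WT and K815R levels did not differ from each other (log2 fold change 0.22, adjusted p 0.388 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts do not tell reads of the human KAT6A from reads of the cells' own gene.

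**Figure D1:**
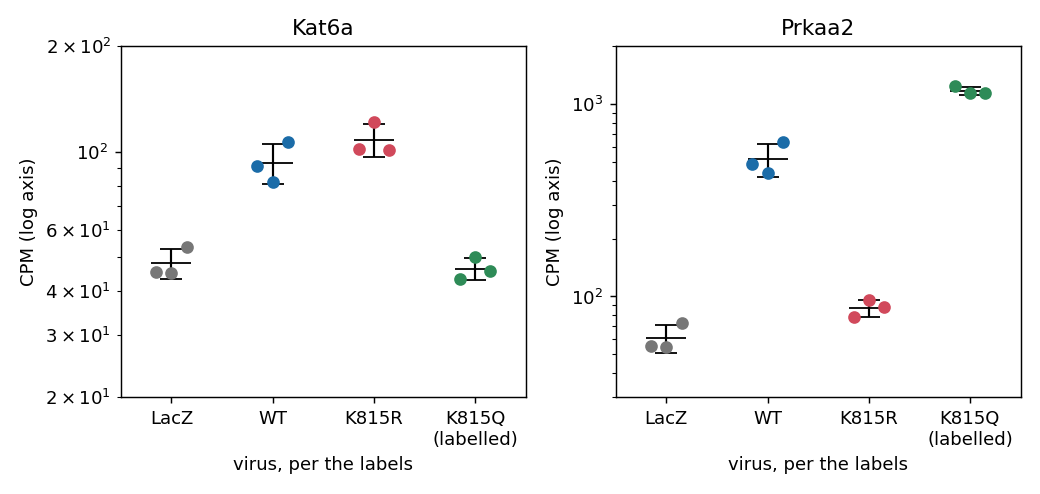
Level of Kat6a (left) and Prkaa2 (right) in CPM on log axes, for each of the 12 libraries (points) with the group mean (wide line) and SD (bars), n = 3. Kat6a in the libraries labelled K815Q lies at the LacZ level, and Prkaa2 lies at 435 CPM or above in WT and the libraries labelled K815Q and at 95.4 CPM or below in the other groups.

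Prkaa2 (ENSRNOG00000007706) encodes the alpha 2 catalytic subunit of AMPK and showed the largest rise of any called gene of at least 5 CPM in WT and in the libraries labelled K815Q. It stood at 60.9 ± 10.2 CPM in LacZ, 519 ± 102 in WT, 87.2 ± 8.70 in K815R and 1168 ± 55.4 in the libraries labelled K815Q (mean ± SD, n = 3). Against LacZ the log2 fold change was 3.09 (SE 0.168) in WT and 4.26 (SE 0.175) in the libraries labelled K815Q, with adjusted p of 2.51e-05 and 4.06e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In K815R it was 0.52 (SE 0.165), which was not called (adjusted p 0.190 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The forms also differed when compared directly. K815R lay below WT by a log2 fold change of -2.57 (adjusted p 1.81e-04) and below the libraries labelled K815Q by -3.74 (adjusted p 5.26e-05, both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries labelled K815Q lay above WT by 1.17 (adjusted p 0.0107 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this call was kept in 4 of the 6 fits that left out a library. Without WT replicate 1 the log2 fold change was 1.13 and the adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0693. In a fit of only the 6 libraries compared the call was lost as well (log2 fold change 1.17, adjusted p 0.0547 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paralog Prkaa1 (ENSRNOG00000012799), at 46.2 ± 2.59 CPM in LacZ (SD, n = 3), was called in no comparison.

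The 4 groups explained 43.8% of the variance between libraries (permutation test, p = 1e-04). The first principal component held 22.6% of the variance and placed all 3 LacZ libraries below the 9 others. A test for any difference among the groups called 1143 of 14063 genes. Without a filter on low counts, which moved this count most, 2036 of 22491 genes were called.

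To ask what each form changed relative to the control virus, each was compared with LacZ. WT differed in 751 genes, of which 274 were higher and 477 lower. K815R differed in 348 genes, 104 higher and 244 lower. The libraries labelled K815Q differed in 1104 genes, 403 higher and 701 lower. A change of at least 2-fold was met by 102, 74 and 97 of these genes, and the median absolute log2 fold change of the called genes was 0.40, 0.49 and 0.34. These counts depended on single libraries: without LacZ replicate 2 they were 378, 185 and 418, and without K815Q replicate 1 the last was 360. A total of 182 genes were called in all 3 comparisons, 23 higher and 159 lower, each in the same direction, and 24 of the lower genes belonged to the type I interferon list.

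**Figure D2:**
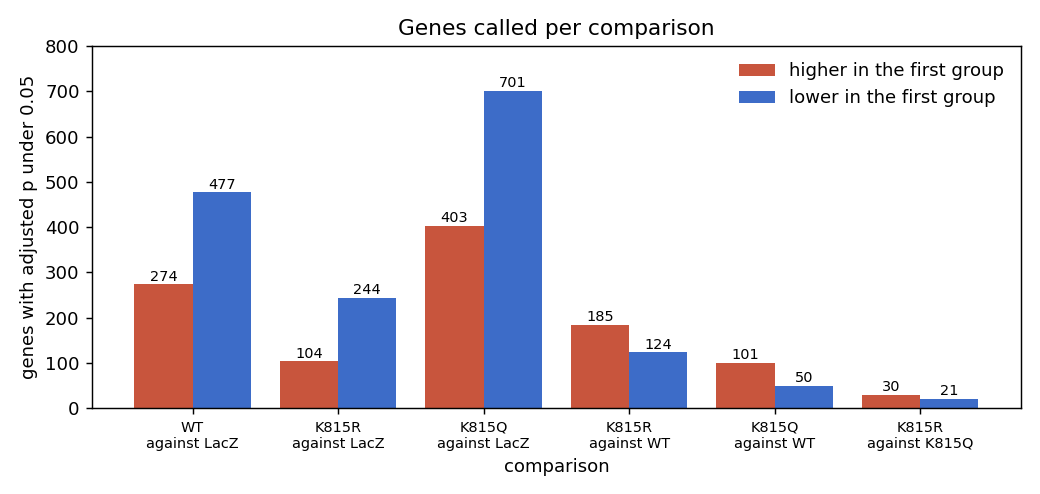
Number of genes with an adjusted p under 0.05 in each of the 6 comparisons, split into higher (red) and lower (blue) in the group named first. Lower genes outnumber higher ones in the 3 comparisons against LacZ, for example 477 against 274 in WT.

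The genes that met the naming rule on the lower side against LacZ were Usp18, Ifit3 and Irf7 in WT, Ifit3, RT1-T24-3 and Ifit1 in K815R, and Mx2, Isg15 and Ifit3 in the libraries labelled K815Q. Their log2 fold changes were -2.86, -2.85 and -2.84 in WT, -2.24, -2.20 and -2.18 in K815R, and -3.41, -3.26 and -3.25 in the libraries labelled K815Q. Irf7 (ENSRNOG00000017414) fell from 103 ± 43.2 CPM in LacZ to 14.4 ± 7.28 in WT (SD, n = 3; adjusted p 0.00498 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mx2 (ENSRNOG00000001963) fell from 60.5 ± 19.8 CPM to 5.65 ± 1.98 in the libraries labelled K815Q (SD, n = 3; adjusted p 0.00773 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The calls in K815R were fragile. Of the 6 fits that left out a library, 3 kept the call of Ifit3, 3 that of RT1-T24-3 and 1 that of Ifit1, and none of the 3 fits without a K815R library kept any of them. Over the 6 fits the log2 fold changes ran from -2.45 to -1.74 for Ifit3, -2.37 to -1.84 for RT1-T24-3 and -2.32 to -1.89 for Ifit1. With the replicate number as a block, Ifit3 and Ifit1 in K815R were not called (adjusted p 0.0585 and 0.0518 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In a fit of only the 6 libraries compared, calls were lost for Ifit3 in all 3 comparisons, Irf7 in WT and RT1-T24-3 in K815R. RT1-T24-3 belongs to a family of similar class I genes, so its count is uncertain.

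On the higher side, besides Kat6a and Prkaa2, the rule gave Rbfox1 in WT (log2 fold change 0.83), Hspa2 (0.94) and Cebpa (0.91) in K815R, and Mmp12 (0.81) and Foxc2 (0.78) in the libraries labelled K815Q. Hspa2 (ENSRNOG00000006472) rose from 13.1 ± 0.452 to 25.0 ± 0.795 CPM in K815R (SD, n = 3; SE of the log2 fold change 0.0828, adjusted p 9.28e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the libraries labelled K815Q it stood at 13.1 ± 0.779 CPM (SD, n = 3), and K815R exceeded them by a log2 fold change of 0.94 (adjusted p 1.96e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WT lay between, at 19.3 ± 2.39 CPM (SD, n = 3). Its single libraries ran from 16.9 to 21.7 CPM, above the LacZ range of 12.7 to 13.5, so higher Hspa2 was not confined to K815R.

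To ask what the mutations changed relative to the wild-type protein, both mutants were compared with WT. K815R differed in 309 genes, 185 higher and 124 lower, and the libraries labelled K815Q in 151 genes, 101 higher and 50 lower. Leaving out any WT or K815R library lowered the first count to between 124 and 177. Without WT replicate 1 the second count was 50. By the rule, Ptx3 (0.80), Epop (0.80) and Id4 (0.74) were higher in K815R, and Prkaa2, Rbfox1 (-1.01) and Myo7a (-0.93) were lower, as log2 fold changes. In the libraries labelled K815Q, Prkaa2, Olr1 (0.76) and Cyp1b1 (0.76) were higher, and Kat6a (-1.01), LOC680227 (-0.71) and Nqo1 (-0.66) were lower. Cyp1b1 (ENSRNOG00000040287) stood at 113 ± 11.0 CPM there and at 67.2 ± 2.37 in WT (SD, n = 3; adjusted p 1.08e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while LacZ stood at 98.0 ± 2.22 CPM (SD, n = 3). The call of LOC680227 was lost in 4 of the 6 fits that left out a library, among them that without WT replicate 3 (log2 fold change -0.61). For some of the genes named here, WT was the group away from LacZ. Mean CPM in LacZ, WT and labelled K815Q was 22.6, 13.9 and 23.7 for Olr1, and 28.3, 44.8 and 28.4 for Nqo1. Others lay beyond both, as LOC680227 did at 6.96, 8.11 and 4.95. In LacZ, WT and K815R, Ptx3 stood at 18.3, 8.96 and 15.6, and Epop at 5.27, 4.34 and 7.56.

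The acetylation-resistant and acetylation-mimetic forms were then compared with each other. K815R differed from the libraries labelled K815Q in 51 genes, 30 higher and 21 lower. This count ranged from 11 without K815Q replicate 1 to 98 without K815Q replicate 2. Besides Kat6a, Prkaa2 and Hspa2, the rule gave Gch1 (log2 fold change 0.68) as higher in K815R, and Kcnk2 (-0.66) and Dhrs7c (-0.60) as lower. Without K815Q replicate 1 none of these last 3 genes was called.

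Among the panel genes tied to cardiomyocyte growth, Nppb separated K815R from both other forms in every fit that left out a library, and Nppa and Myh7 did so less firmly or not at all. Nppb (ENSRNOG00000008141) stood at 1121 ± 46.3 CPM in LacZ, 902 ± 30.4 in WT, 1233 ± 105 in K815R and 920 ± 82.1 in the libraries labelled K815Q (mean ± SD, n = 3). K815R exceeded WT by a log2 fold change of 0.45 (SE 0.0651, adjusted p 5.96e-04) and the libraries labelled K815Q by 0.42 (SE 0.0651, adjusted p 0.00293), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both calls held in all 6 fits that left out a library. K815R did not differ from LacZ (0.14, adjusted p 0.352), whereas WT was lower than LacZ (-0.31, adjusted p 0.00498, both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries labelled K815Q were lower than LacZ as well (-0.29, adjusted p 0.00968 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of the 6 fits that left out a library kept that call. Without K815Q replicate 1 the value was -0.26.

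Myh7 (ENSRNOG00000016983) was higher in K815R than in WT (0.37, adjusted p 0.0388) and than in the libraries labelled K815Q (0.48, adjusted p 0.0281, both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 6 fits that left out a library kept the first call, with log2 fold changes from 0.33 to 0.42, and 1 of 6 kept the second, with 0.40 to 0.54. Nppa (ENSRNOG00000008176) was higher in K815R than in WT (0.29, adjusted p 0.0370 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2 of 6 such fits kept the call. Without WT replicate 2 it was 0.21. The call was also lost in a fit of only the 6 libraries compared (adjusted p 0.0576 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the libraries labelled K815Q, Nppa in K815R was not called (0.23, adjusted p 0.195 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

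**Figure D3:**
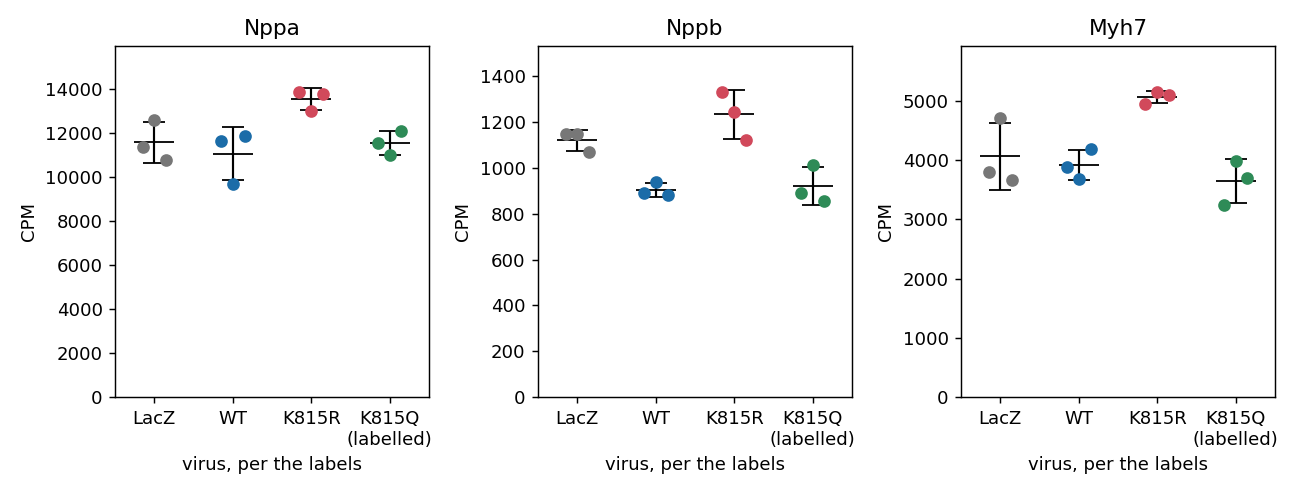
Level of Nppa, Nppb and Myh7 in CPM for each of the 12 libraries (points) with the group mean (wide line) and SD (bars), n = 3, on axes that start at 0. K815R has the highest mean of the 4 groups for each gene, for example 1233 CPM for Nppb against 902 CPM in WT.

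Of 96 results of the panel (16 genes in 6 comparisons), 18 were called. Besides those above, Prkab1 was higher (log2 fold change 0.18) and Pdk4 lower (-0.52) in the libraries labelled K815Q than in LacZ, and neither call held without K815Q replicate 1 (0.15 and -0.29). The call of Pdk4 was also lost in a fit of only the 6 libraries compared (adjusted p 0.0789 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prkaa1, Prkab2, Prkag1, Prkag2, Ppargc1a, Esrra, Tfam, Cpt1b and Myh6 were called in no comparison, with log2 fold changes between -0.21 and 0.17. Prkag1 came nearest to a difference from WT, with -0.17 in K815R and -0.21 in the libraries labelled K815Q (adjusted p 0.131 and 0.0644 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both were called when adjusted over the panel alone. Adjusted in this way, the panel gave 4, 3, 4, 5, 3 and 7 calls in the comparisons in the order WT, K815R and labelled K815Q against LacZ, K815R and labelled K815Q against WT, and K815R against labelled K815Q. The counts adjusted over all genes were 3, 1, 4, 4, 2 and 4.

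Among lists of genes, 57 of 138 tests were called by camera with its preset correlation, 22 by fry and 7 by camera with an estimated correlation, and 7 were called by all of these. The type I interferon list (26 tested genes) was lower than LacZ by a median log2 fold change of -2.02 in WT, -1.75 in K815R and -2.54 in the libraries labelled K815Q. All 26 genes were lower in each comparison, and 26, 24 and 26 were called over all genes, and 26, 26 and 26 adjusted over the list alone. Oas2 had at most 3 counts in each of the libraries labelled K815Q, and with it set at the bound this allows the median there was -2.54. These 3 list calls held under fry and under the estimated correlation. Between the forms the list was higher in K815R than in WT (0.33) and than in the libraries labelled K815Q (0.78), and lower in the latter than in WT (-0.38), called by camera alone. The cell cycle list (34 genes) was lower by -0.26, -0.34 and -0.34 under camera. Under fry only the comparison of the libraries labelled K815Q with LacZ was called. The list of p53 targets and senescence was lower than LacZ by -0.16, -0.10 and -0.08 under camera and fry. Between the forms it was higher in K815R than in WT by 0.06, again under both. The hypertrophy and fetal gene list (14 genes) was higher in K815R than in WT by 0.20 and than in the libraries labelled K815Q by 0.21, under camera and fry, and the second also under the estimated correlation. Macrophage and leukocyte markers were higher than LacZ by 0.28, 0.28 and 0.32 under camera, and under fry in the libraries labelled K815Q alone.

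**Figure D4:**
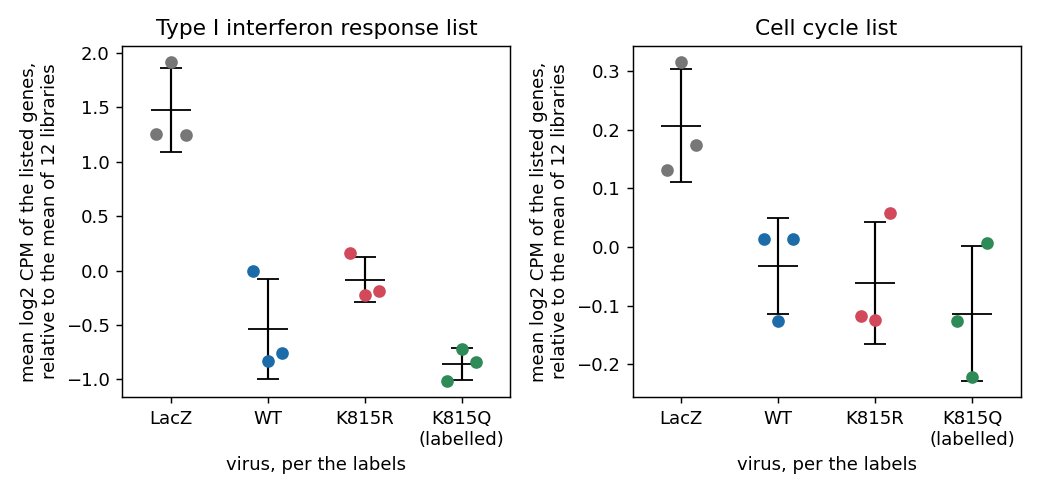
Mean log2 CPM of the type I interferon list (left, 26 genes) and the cell cycle list (right, 34 genes) in each of the 12 libraries, relative to the mean of the 12, with the group mean (wide line) and SD (bars), n = 3. All 3 LacZ libraries lie above the 9 others in both plots, at 1.24 or higher on the left.

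Lists of mitochondrial metabolism moved little. Nuclear OXPHOS subunits (84 genes) were higher than LacZ by a median of 0.09 in WT, 0.07 in K815R and 0.14 in the libraries labelled K815Q, and mRNAs of mitochondrial DNA (13 genes) by 0.15, 0.27 and 0.31. Both were called by camera in these comparisons and by neither fry nor the estimated correlation. The same held for cytosolic ribosomal proteins, at 0.05, 0.10 and 0.12. Between the forms, camera alone called these lists as well. OXPHOS subunits were lower in K815R than in the libraries labelled K815Q (-0.06, 74 of 84 genes lower). They were higher in the latter than in WT (0.05, 71 of 84 genes higher). Against WT, mRNAs of mitochondrial DNA were higher by 0.12 in K815R and 0.13 in labelled K815Q, and cytosolic ribosomal proteins by 0.04 and 0.07. Camera called 6 lists in no comparison: fatty acid uptake and oxidation, the TCA cycle, mitochondrial biogenesis regulators, mitochondrial dynamics, AMPK and mTOR effectors, and smooth muscle markers, with medians between -0.10 and 0.06. Fry called 1 of these 6, the mitochondrial biogenesis regulators in WT against LacZ (median 0.06, 14 of 19 genes higher, adjusted p 0.0352 by fry with Benjamini-Hochberg adjustment), and the estimated correlation none. The list of AMPK subunits and kinases was called by camera in 4 comparisons and, without Prkaa2, in none. The adult cardiac, cardiomyocyte, endothelial, fibroblast, glycolysis, mitochondrial ribosome, stress response and KAT6A complex lists were called by camera in 2, 3, 1, 1, 2, 3, 3 and 3 comparisons. Without Kat6a, the KAT6A complex list was called in 1 comparison, K815R against WT, with a median log2 fold change of -0.15. The versions without Prkaa2 and without Kat6a were chosen after seeing the data.

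To ask how alike the forms acted, fold changes against LacZ were correlated across 14063 genes, which are not independent replicates. Pearson's r was 0.583 for WT with K815R, 0.639 for WT with labelled K815Q and 0.596 for K815R with labelled K815Q, and Spearman's rho 0.507, 0.575 and 0.612. Groups simulated without a difference gave mean Pearson's r of 0.471, 0.464 and 0.488 because they share the LacZ libraries. The highest simulated values were 0.578, 0.552 and 0.544, so the r of WT with K815R lay only just above its simulated range. With separate, and so fewer, LacZ libraries for each form, Pearson's r was 0.281, 0.346 and 0.298. The genes called in the same direction in both comparisons numbered 206, 380 and 226, where the same numbers of genes with the lowest p, taken from each simulated comparison whether called or not, shared means of 88.3, 188 and 110. Against WT, K815R and labelled K815Q gave a Pearson's r of 0.471, inside the simulated range of 0.408 to 0.598 (mean 0.519), and 0.140 with separate WT libraries. They shared 77 genes called in the same direction, where the genes taken from the simulations in this way shared 34 at most.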

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

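Each result here is a gene of the fixed panel for which the forms of KAT6A differed in a direct test between them. The tests on other splits of the samples and the alternatives listed above, such as leaving out a library, were fixed beforehand. The other tests below were chosen after the result was seen.

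Prkaa2 was called in each comparison between the forms, with log2 fold changes of -2.57 for K815R against WT, 1.17 for labelled K815Q against WT and -3.74 for K815R against labelled K815Q. The call of labelled K815Q against WT was the least firm, as 4 of 6 fits that left out a library kept it and a fit of only the 6 libraries compared did not. The tables argue against several technical sources. Reads shared with the paralog Prkaa1 would need a supply, and Prkaa1 held 46.2 CPM in LacZ while Prkaa2 gained 458 CPM in WT and 1107 CPM in the libraries labelled K815Q. Scaling does not account for it, since the smallest log2 fold change of labelled K815Q against LacZ over RLE, upper-quartile and no scaling was 3.97. The chromosomal region did not rise, as the highest log2 fold change among the 6 nearest tested protein-coding genes was 0.20 in labelled K815Q and 0.26 in WT against LacZ (Oma1 in both). Usp24 on the other side was lower in labelled K815Q (-0.23) and not called in WT (-0.10). A response that simply follows the amount of KAT6A is also argued against, because K815R had the highest Kat6a and a Prkaa2 log2 fold change of 0.52.

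What stays open is the origin of the Prkaa2 reads. A candidate explanation is a Prkaa2 coding sequence carried by the virus given to the WT and labelled K815Q cells. It would leave other genes with far smaller rises, and the next highest among 10261 genes of 5 CPM or more was Col1a2 at 2.61 in labelled K815Q. That value rests on K815Q replicates 1 and 2 (126 and 81.0 CPM, against 9.85 in replicate 3), and the gene was not called. Restricted to called genes among these, a restriction made after Col1a2 was seen, the next was Mmp12 at 0.81. With called genes under 5 CPM included, 12 were at least 2-fold higher in labelled K815Q, Prkaa2 among them. This rise of Prkaa2 above the other genes of 5 CPM is also what a response confined to the cells' own Prkaa2 gene would give. Such a response would depend on the form of KAT6A and not its amount. It also calls for delivered KAT6A in labelled K815Q, where Prkaa2 rose most. No rise of Kat6a was measured there (log2 fold change -0.05, upper 95% bound 0.19). This counts against such a response in labelled K815Q, unless delivered KAT6A went uncounted, and it does not bear on WT. For that reason gene counts cannot separate the 2 explanations. Reads across the untranslated parts of Prkaa2 would, and they were not analysed here.

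Kat6a was lower in labelled K815Q than in WT (-1.01) and K815R was higher than labelled K815Q (1.22). Low depth does not account for it: the upper 95% bound of the log2 fold change of labelled K815Q against LacZ was 0.19, below the lower bound of 0.72 in WT. Nor does a general failure of human KAT6A reads to align to rat, since Kat6a rose by 0.95 in WT. By the labels K815Q differs from WT at a single lysine, and K815R, changed at the same lysine, raised Kat6a by 1.17. A K815Q coding sequence too unlike the rat gene to align would thus have to differ from these beyond that lysine. Such a sequence could not be told apart from an absent one. The share of unaligned reads in labelled K815Q exceeded that in WT by 0.025 percentage points, within its SD of 0.153, and the gain of Kat6a in WT was 0.0045% of gene counts, too small for this share to show. A mislabelled group or a virus with another cargo remains possible, and every comparison with the libraries labelled K815Q carries that limit.

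Nppb was higher in K815R than in WT (0.45) and than in labelled K815Q (0.42). Myh7 was higher by 0.37 and 0.48 in the same comparisons, and Nppa by 0.29 against WT, while Nppa was not called against labelled K815Q. For Myh7 and Nppa most fits that left out a library lost the call. For K815R against WT, 1 of the 10 splits of the 6 libraries gave as many called genes, the real one itself, and the same was true of K815R against labelled K815Q (1 of 10). With 10 splits the share cannot go below 0.1. No technical explanation specific to these genes was tested, and the biological one that the design names, the loss of acetylation at the mutated lysine, is untested beyond these comparisons.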

How the results depend on the processing

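The genes named by the rule are a weak test of whether directions are stable. They were chosen as called, with the largest fold changes and no overlap between the groups, which leaves little room for a reversal. Over the alternatives other than leaving out a library, 244 of their values kept direction and call and 8 kept direction but lost the call. In fits that left out a library, 191 kept both and 25 lost the call. No value of these genes changed direction.

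Counts of called genes moved more. Requiring at least 2-fold left 102, 74 and 97 genes for WT, K815R and labelled K815Q against LacZ, 33 and 12 for K815R and labelled K815Q against WT, and 11 for K815R against labelled K815Q, which follows from the construction of this threshold. Testing all genes with a count raised K815R against LacZ to 600, K815R against WT to 553, labelled K815Q against WT to 423, K815R against labelled K815Q to 307 and any difference to 2036. The cause was not tested. In this setting 49.6% of the calls of labelled K815Q against WT were higher, where 66.9% were higher with the filter. DESeq2 called 105 genes for K815R against labelled K815Q, and a fit of only the 6 libraries compared called 85, with 46 and 43 genes shared with the 51. The cause was not tested. The fit of 6 libraries gave 51.6% higher calls in labelled K815Q against WT. RLE and upper-quartile scaling kept each count within 1.5 times.

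With the replicate number as a replicate block, labelled K815Q against WT had 232 called genes (55.2% higher) and K815R against labelled K815Q had 86, and the other counts stayed within 1.5 times. By correlation, libraries with the same number showed no common deviation. Over 18 pairs it ran from -0.13 to 0.12 with a median of 0.0063, and 1 pair exceeded 0.1. This does not exclude pairing. In all 4 groups replicate 1 had the highest share of mRNAs of mitochondrial DNA. That share was 11.0% in LacZ, 12.7% in WT, 12.8% in K815R and 12.7% in labelled K815Q. The block also raised the count of called genes in each of the 6 comparisons, for example to 1280 from 1104 for labelled K815Q against LacZ. Whether the numbers pair samples thus stays open.

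Leaving out each library in turn gave 378 to 639 genes for WT against LacZ, 173 to 308 for K815R against LacZ, 360 to 1182 for labelled K815Q against LacZ, 124 to 177 for K815R against WT, 50 to 146 for labelled K815Q against WT, 11 to 98 for K815R against labelled K815Q and 650 to 1309 for any difference. Most of these fits lowered the count, but some raised it, to 1182 from 1104 for labelled K815Q against LacZ, to 98 from 51 for K815R against labelled K815Q and to 1309 from 1143 for any difference. Leaving out LacZ replicate 2 or K815Q replicate 1 lowered it most for labelled K815Q against LacZ (418 and 360) and for any difference (650 and 753). The cause was not tested.

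List tests fell from 57 calls to 22 under fry and 7 under an estimated correlation. Correlations of fold changes fell to 0.281, 0.346 and 0.298 against separate LacZ libraries and to 0.140 against separate WT libraries, which removes the shared controls. Each form then had fewer control libraries, which adds noise. The fall is therefore not a measure of the shared controls alone. With 10 counts in every library, K815R and labelled K815Q against LacZ rose to 0.735. The cause was not tested. Variance explained by group ran from 42.3% to 56.6% over its alternatives.

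Reversals of direction were found among panel genes that were not called, with values near 0. Without the filter Esrra in WT against LacZ was -0.0027, and under upper-quartile scaling Nppa in labelled K815Q against LacZ was 0.0061. Across the 6 fits that each left out a library, the log2 fold changes that changed sign are given by comparison. In WT against LacZ they ran from -0.050 to 0.010 for Prkab2, -0.053 to 0.10 for Prkag2, -0.049 to 0.046 for Esrra, -0.031 to 0.089 for Cpt1b, -0.12 to 0.019 for Nppa and -0.12 to 0.066 for Myh7. In K815R against LacZ they ran from -0.080 to 0.014 for Esrra, -0.063 to 0.015 for Tfam and -0.0040 to 0.029 for Myh6. In labelled K815Q against LacZ they ran from -0.11 to 0.032 for Kat6a, -0.18 to 0.0032 for Ppargc1a, -0.076 to 0.019 for Esrra, -0.015 to 0.10 for Cpt1b, -0.052 to 0.062 for Nppa and -0.052 to 0.017 for Myh6. In K815R against WT they ran from -0.035 to 0.14 for Prkaa1 and -0.055 to 0.10 for Prkag2. In labelled K815Q against WT they ran from -0.029 to 0.13 for Prkaa1, -0.12 to 0.0058 for Prkab2, -0.022 to 0.13 for Prkag2, -0.048 to 0.060 for Cpt1b, -0.023 to 0.12 for Nppa and -0.047 to 0.076 for Nppb. In K815R against labelled K815Q they ran from -0.090 to 0.082 for Prkaa1, -0.0040 to 0.080 for Prkag1, -0.075 to 0.038 for Prkag2, -0.11 to 0.074 for Ppargc1a, -0.024 to 0.011 for Esrra and -0.0094 to 0.059 for Myh6. Such values show no direction at this replication. Of the other panel values, outside the fits that left out a library 594 kept direction and call, 11 gained a call and 2 lost it, and in those fits 450 kept both, 1 gained a call and 24 lost it.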

Other observations

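The tests below were chosen after the result was seen, apart from those on depth, other splits and mitochondrial mRNAs. Of the 10 splits of the 6 libraries in each comparison with LacZ, 1 gave as many called genes for WT, 1 for K815R and 1 for labelled K815Q, and the same count of 1 was found for labelled K815Q against WT. In each case that was the real split, and the highest count from another split was 2. For any difference among the 4 groups, 1 of 100 splits gave as many genes, the real one, and the highest other count was 779.

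The interferon list fell against LacZ in every comparison. A single high LacZ library is argued against, since all 26 genes had all 3 LacZ libraries above the 9 others, where chance gives 0.455% of genes and 3.53% of all tested genes had it. Depth is argued against, because with every library thinned to the smallest total the median log2 fold change of labelled K815Q against LacZ was -2.57. Fewer leukocytes would lower their markers, and the lowest median of these over the 3 comparisons was 0.28. Raised Prkaa2 as the whole cause is argued against by the fall of -1.75 in K815R. Raised Kat6a as the whole cause stays open only in a narrow sense. The list fell by -2.54 in labelled K815Q, where no rise of Kat6a was measured. A KAT6A coding sequence too unlike the rat gene to align was not excluded there, but it would have to differ from those of WT and K815R beyond the mutated lysine. A stronger response to the LacZ virus or its dose cannot be told apart from a lowering by KAT6A. The share of unaligned reads in LacZ exceeded that of the other 9 libraries by 0.130 percentage points (exact permutation test over 220 splits, p = 0.191), which measures no virus load, and no group without virus was analysed here. All genes shared by the 3 comparisons depend on the same LacZ libraries, so a control that differed may account for part of them.

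The cell cycle list was lower than LacZ in each comparison. A fall of every class of cells other than myocytes is argued against, as leukocyte markers rose by up to 0.32. Camera called that rise in each comparison, and fry in labelled K815Q alone. Leukocytes are only part of these cells, so a lower share of the others stays open. Cardiomyocyte markers were higher than LacZ by medians of 0.056, 0.066 and 0.087, called by camera and not by fry. Endothelial markers were called in none of the 3 comparisons, with medians from -0.11 to 0.077. Fewer fibroblasts stay open: the highest median of their markers over the 3 comparisons was 0.092, over members that went both ways. A change in the cells' own proliferation is a biological explanation that was not tested.

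The small rise of nuclear OXPHOS mRNAs might reflect variation between libraries shared with mRNAs of mitochondrial DNA. Over 12 libraries the deviations of the lists from their group means gave Pearson's r of 0.035 (permutation test within groups, p = 0.922) and Spearman's rho of 0.154 (permutation p = 0.622), and 0.158 for r without the 2 libraries farthest from the median. The relation was not detectable, and 12 libraries are too few to exclude it.

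If the rest of the profile followed Prkaa2, WT and labelled K815Q would be more alike against K815R than the other pairs against the remaining form. With separate K815R libraries Pearson's r across genes was 0.167 for that pair, with an SD of 0.080 over 6 arrangements of the libraries. It was 0.133 for WT and K815R against labelled K815Q, and 0.140 for K815R and labelled K815Q against WT. The differences lie within that SD, so the data do not decide it.

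Single genes were uneven between replicates. Besides Col1a2, Mt-nd4 stood at 34.1 CPM in WT replicate 2 and 44.6 in K815R replicate 3 but at 5.24 to 16.1 in the other libraries. Both were singled out after their values were seen, and no explanation was tested.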
